A study of Mus musculus with 8 samples. Its data were reported in "RISC-mediated control of selected chromatin regulators stabilizes ground state pluripotency of mouse embryonic stem cells" (2016).

How the data were processed

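RNA was measured by sequencing in the mouse embryonic stem (ES) cell line E14Tg2A and in epiblast-like aggregates (ELA), which form when these cells float for 2 days in a defined medium. In each stage, total RNA of the lysate (input) was set beside RNA recovered with ribosomes by an antibody against the ribosomal protein Rpl10a (Rpl10a-IP). The sample titles gave 4 groups of 2 replicates, 8 libraries in all. Columns whose names carry "Ribo" were taken as the Rpl10a-IP libraries of the same stage and replicate number.

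The authors mapped reads to the mm10 mouse transcriptome with TopHat2, leaving out repeats, and counted them per gene with htseq-count. The strand used in counting is not stated, so genes that overlap on opposite strands are uncertain. The authors divided the read counts of each library by a DESeq2 size factor, and the deposited per-library values are these normalised counts. Every value was a whole multiple of the worth of 1 read in its library, so whole reads could be read back for 100% of the values. The product of the size factors implied by the values was 1.05 over the 4 input libraries and 1.03 over the 4 Rpl10a-IP libraries, as if they had been computed within each fraction. The deposited table also holds 26 other columns, among them means and SDs of the normalised counts. Its ratio columns give, per the authors, the Rpl10a-IP count over the input count and the fold change of that ratio between ELA and ES. A further deposited column holds the log2 of that fold change. It was recomputed here from the per-library columns with a largest difference of 5.2e-11. The table held 0 per-sample columns that belong to no sample here.

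The authors filtered this table before depositing it. The larger of the 2 mean normalised input counts was at least 50.02 in each of the 3160 genes. The SD of the 2 ratios divided by their mean reached at most 0.1998 in ELA and 0.1995 in ES. The paper's methods state that ELA input replicate 1 was left out, but the ratio columns of the deposited table use it. Both sets are reported: 7 libraries without it, and all 8 with it. Control immunoprecipitations with another antibody were not analysed here.

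The design written before the data were examined called for count models and filterByExpr. The deposited values are normalised, and tests were held to the unit as deposited, so these were not run, although the reads read back would have allowed them. In their place, limma (version 3.58.1, R 4.3.3) was fitted to log2(normalised count + 1) with lmFit and eBayes with a trended prior, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 changes are on this scale, which understates changes of low genes. Trimmed-mean-of-M-values (TMM) factors were computed from the reads with code written out for this purpose. Normalised counts printed per gene are the reads divided by these factors over the 8 libraries. Each fit had 1 coefficient per group. A gene had the same variance in all libraries, with a trend on its mean over them. The larger counting error of the ELA input libraries is thus only partly in the SEs. For genes with few reads there, SEs and adjusted p-values of comparisons with ELA input can be too small. Ribosome enrichment in ES and the change in ribosome-bound RNA were fitted on 7 libraries, where both arms had 2. Ribosome enrichment in ELA, the change in total RNA and the change in ribosome enrichment needed both ELA input libraries and used all 8. The prior degrees of freedom were 155 in the fits of 7 libraries and 30.7 in those of 8, and infinite in the fits that added only the replicate block, so very small p-values rest on variances shared between genes.

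The method was tested on simulated libraries with the means and depths of the real ones, a biological coefficient of variation of 0.1, and 200 genes changed by 1 on the log2 scale. Over 3156 simulated genes, 52.0% of the changed genes were recovered and 2.80% of the calls were false. When the simulated genes were filtered on the SD of the ratio, as the deposited table was, 1634 genes remained, with 97 of the 200 changed genes among them. Of these 97, 87 were recovered (89.7%), and 32.0% of the calls were false. In filtered simulations with no change, 15.2% of 1605 genes had an unadjusted p-value under 0.05. The filter keeps genes whose replicates happen to lie close, so the adjusted p-values here are too small, and counts of calls are upper figures.

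The replicate numbers in the sample titles are shared by all groups. By the study's methods, input was a part of each lysate, set aside before the immunoprecipitation. If the numbers follow the lysates, same-numbered input and Rpl10a-IP libraries of a stage are thus paired. The main fits treated them as independent. A second fit had the replicate number as a block, with a single effect shared by both stages. This block is not a pairing by lysate within each stage. The pairing was checked by the correlation over genes of the deviations of same-numbered libraries from their group means. A combined fit added the block and a correction of each library for transcript length and GC content (loess, span 0.5).

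The study's own filters were also applied: median-of-ratios size factors over 7 libraries, a mean normalised count of at least 50 in ES or in ELA, and an SD of at most 20% of the mean in groups with 2 libraries. Ribosome enrichment was then the mean Rpl10a-IP count over the mean input count. Gene families of chromatin regulators, taken from the study's lists, and further gene sets were written down beforehand. For each set with at least 2 members, the median change was placed among 10000 random gene lists of the same size, drawn for each member from the 100 genes closest in mean expression. The sets were also tested with camera of limma. Transcript length and GC content came from GENCODE vM1, an annotation on mm9 used only by gene symbol, and were found for 2980 of the 3160 genes (94.3%). Coordinates are those of RefSeq on GRCm38.p6 (mm10), matched by symbol for 3149 genes.

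Genes named in the text were chosen by a rule fixed before the data were examined. They are a fixed list of 22 markers and regulators, of which 9 were in the table. To these were added, for each tested comparison, the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p-value under 0.05, a mean normalised count of at least 50 and replicates of the arms that did not overlap. For the study's filters they are the 5 highest and the 5 lowest genes whose replicates did not overlap.

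Alternatives fixed before the data were examined were median-of-ratios factors, no filter, the block with and without the length and GC correction, other sets of libraries, quality weights for the comparisons on 8 libraries, other thresholds and scalings for the study's filters, other random lists, camera with a fixed correlation, an exact Wilcoxon signed-rank test over set members, and leaving out each library in turn. Added after the data were seen were limma itself on the normalised counts, voom on the reads read back, quality weights for the comparisons on 7 libraries, pseudocounts of 10 and 0.1, total reads or the deposited size factors as scaling, an input minimum of 100, and the length and GC correction without the block. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

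Reads over the genes of the table ranged from 159587 to 23483388 per library. At the median gene, counting error alone gave a coefficient of variation of 19.6% in ELA input replicate 1 and 12.3% in ELA input replicate 2, against 4.11% or less in the other libraries. Reads are not independent molecules, so intervals and floors cover counting error at most. A library with 3 reads or fewer for a gene was taken as being at the floor.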

Results

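Ribosome-bound RNA was compared with total RNA in ES cells and in ELA, the cells that mark the exit from the naive state after 2 days in vitro. Ribosome enrichment is the ratio of the Rpl10a-IP count to the input count of a gene, relative to the other genes of the same library. There were 2 libraries each of ES input, ES Rpl10a-IP, ELA input and ELA Rpl10a-IP, and 3160 genes were analysed in each.

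The libraries differed in depth. The Rpl10a-IP libraries held 18077263 and 19233487 reads over these genes in ES, and 23483388 and 16076207 in ELA. The ES input libraries held 5380139 and 3898414 reads. The ELA input libraries held 159587 and 410192 reads, with a median of 26 and 66 reads per gene. The largest library exceeded the smallest 147-fold. The 10 most abundant genes took 6.38% of the reads in ELA input replicate 2 (95% Wilson interval 6.31 to 6.46%) and 7.25% in ES input replicate 1 (7.23 to 7.27%), the ends of the range over libraries.

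**Figure D1:**
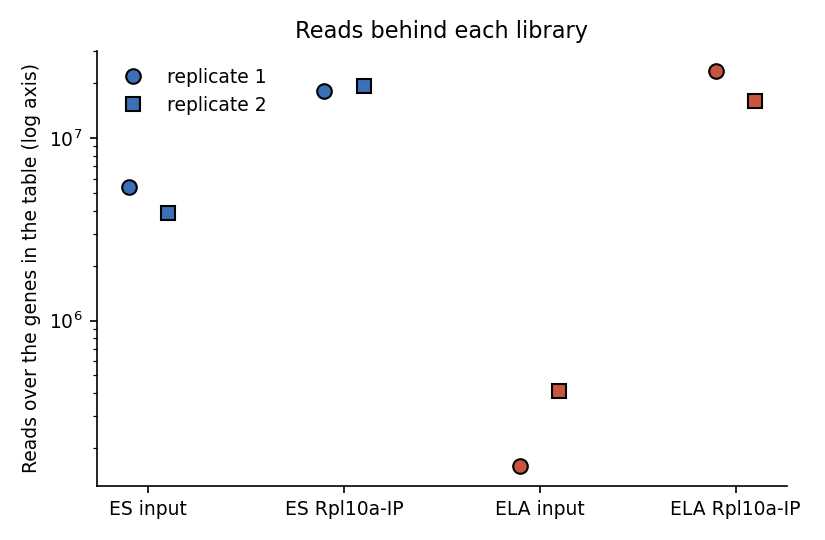
Reads over the 3160 genes (vertical axis, log scale) in each library, by group, with replicate 1 as circles and replicate 2 as squares. The ELA input libraries, at 159587 and 410192 reads, lie below every other library.

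Replicates were compared first, among them ELA input replicate 1, which was left out in the study's methods. The genes were filtered by the authors on agreement of ratios that use this library. The correlations over these genes therefore cannot show how far it stands from the rest. Over genes, which are not independent replicates, Pearson's r of log2(CPM + 1) was 0.995 between the ES input replicates and 0.997 between the ES Rpl10a-IP replicates. It was 0.984 between the ELA input replicates and 0.995 between the ELA Rpl10a-IP replicates. With a pseudocount of 0.1 in place of 1, no value moved by more than the spread between replicates. Between input and Rpl10a-IP libraries, r lay between 0.978 and 0.984 in ES and between 0.854 and 0.863 in ELA. The chi-square of the reads over its degrees of freedom was 6.04 for the ES input replicates, 16.4 for ES Rpl10a-IP and 27.2 for ELA Rpl10a-IP. It was 0.957 for the ELA input replicates. The filter lowers this value, so it was set against simulations, and the 2 libraries were counted as 2 replicates. Separate libraries simulated at this depth and passed through the same filter gave a mean of 0.974 (range 0.830 to 1.10) with a biological coefficient of variation of 0.1 and 1.40 (1.12 to 1.76) with 0.2, and a single library drawn 2 times gave 0.571 (0.523 to 0.636).

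The first comparison asks which RNAs are over- or under-represented on ribosomes in ES cells. In the 7 libraries, limma called 1239 genes at a Benjamini-Hochberg adjusted p-value under 0.05, of which 647 were higher and 592 lower in Rpl10a-IP than in input. With total reads as the scaling, 551 were higher and 684 lower. Only 5 genes differed by more than 2-fold, all of them lower. With all 8 libraries in the fit, the number of calls was 762. With the replicate number as a block it was 1297, where the deviations of same-numbered ES input and ES Rpl10a-IP libraries correlated over genes at r = 0.170. With the block and the length and GC correction it was 1187 of 2980 genes. The largest rises were those of Nae1 (chromosome 8, 104511028 to 104534656, GRCm38.p6), Usp9x and Smchd1, with log2 changes of 0.92, 0.84 and 0.75. Nae1 had a normalised count of 521 ± 40.6 (SD, n = 2) in input and 976 ± 17.4 (SD, n = 2) in Rpl10a-IP. The largest falls were those of Slc7a14 (chromosome 3, 31202854 to 31310567), Fth1 and 2610005L07Rik, with log2 changes of −2.68, −1.94 and −1.38. Slc7a14 had a normalised count of 524 ± 1.04 (SD, n = 2) in input and 80.6 ± 2.42 (SD, n = 2) in Rpl10a-IP (limma, SE 0.13, adjusted p 9.98e-42). Fth1 has near-identical pseudogenes that could share its reads, so its value is uncertain.

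The same comparison in ELA used all 8 libraries. Here limma called 2338 genes, 1162 higher and 1176 lower in Rpl10a-IP, and 674 of them differed by more than 2-fold, 298 higher and 376 lower. With total reads as the scaling, 993 calls were higher and 1337 lower, and beyond 2-fold 228 were higher and 468 lower. With the replicate block there were 2414 calls, where same-numbered ELA input and ELA Rpl10a-IP libraries deviated together at r = 0.504. With the block and the length and GC correction, 2213 of 2980 genes were called and 462 differed by more than 2-fold. The largest rises were those of Fry (chromosome 5, 150118618 to 150497753), Prkdc (chromosome 16, 15637444 to 15842239) and Brip1 (chromosome 11, 86058136 to 86201215), with log2 changes of 2.33, 2.24 and 2.22. Fry rested on 2 and 4 reads in the ELA input libraries and Brip1 on 4 and 15. Fry was thus at the floor in ELA input replicate 1, and its value is uncertain. Prkdc rested on 36 and 66 input reads, and its normalised count was 839 ± 197 (SD, n = 2) in input and 3913 ± 393 (SD, n = 2) in Rpl10a-IP. The largest falls were those of Rps14 (chromosome 18, 60774596 to 60778546), Hist1h1a (chromosome 13, 23763668 to 23764412) and Trip4 (chromosome 9, 65828926 to 65908875), with log2 changes of −3.82, −3.21 and −2.94. Trip4 had a normalised count of 2435 ± 401 (SD, n = 2) in input and 314 ± 10.1 (SD, n = 2) in Rpl10a-IP (limma, SE 0.12, adjusted p 3.11e-20).

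Over the genes, the log2 ratio of Rpl10a-IP to input had an SD of 0.30 in ES and 0.81 in ELA, 2.74 times as wide. The mean ratio lay beyond 2-fold of its input in 7 genes in ES and in 679 genes in ELA. In ES, 95% of the genes lay between −0.65 and 0.52 on the log2 scale, and in ELA between −1.69 and 1.47.

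**Figure D2:**
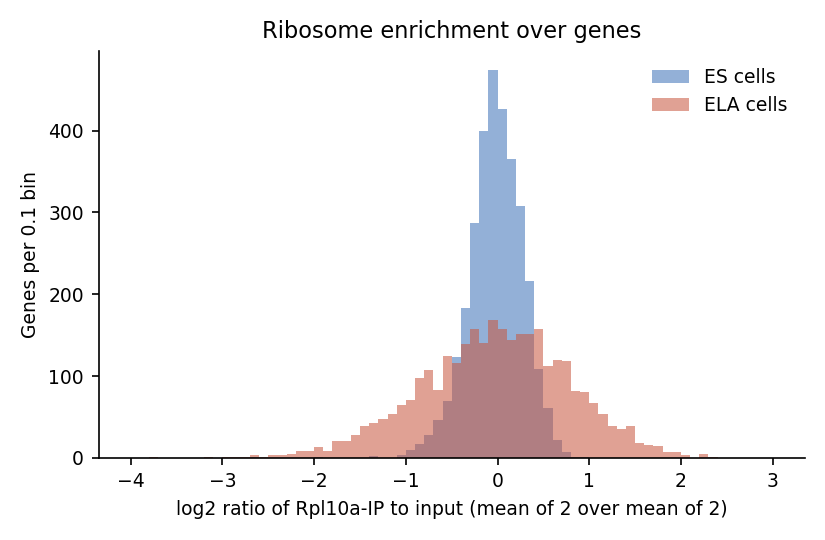
Number of genes per bin of 0.1 (vertical axis) against the log2 ratio of the mean Rpl10a-IP count to the mean input count (horizontal axis), for ES (blue) and ELA (red) over 3160 genes. The SD over genes is 0.30 in ES and 0.81 in ELA.

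The change in total RNA compares ELA input with ES input over all 8 libraries. There were 2219 calls by limma, 1089 higher and 1130 lower in ELA, and 581 genes changed by more than 2-fold, 332 higher and 249 lower. With the deposited size factors, 934 calls were higher and 1307 lower, and beyond 2-fold 284 were higher and 311 lower. Total reads as the scaling went the other way, with 1182 calls higher and 1027 lower, and beyond 2-fold 362 higher and 221 lower. With the replicate block there were 2299 calls, and same-numbered ES and ELA input libraries deviated together at r = 0.153. With the block and the length and GC correction, 2117 of 2980 genes were called. The largest rises were those of Zfp608 (chromosome 18, 54888045 to 54992591), Fam199x and Sh3bgrl, with log2 changes of 4.11, 4.00 and 3.70. The largest falls were those of Tdgf1 (chromosome 9, 110939608 to 110946158), Tfcp2l1 (chromosome 1, 118627923 to 118685168) and AU018091, with log2 changes of −3.89, −3.65 and −3.57. AU018091 rested on 4 and 7 reads in the ELA input libraries. Zfp608 rose from a normalised count of 107 ± 20.9 (SD, n = 2) to 1845 ± 121 (SD, n = 2). Tdgf1 went from 8707 ± 101 (SD, n = 2) to 585 ± 18.2 (SD, n = 2), on 22 and 54 reads in the ELA libraries (limma, SE 0.11, adjusted p 7.2e-26).

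The change in ribosome-bound RNA compares ELA with ES Rpl10a-IP in the 7 libraries. It gave 2636 calls by limma, 1313 higher and 1323 lower in ELA, and 931 genes changed by more than 2-fold, 487 higher and 444 lower. With the deposited size factors, 1147 calls were higher and 1463 lower, and beyond 2-fold 397 were higher and 544 lower. With the replicate block there were 2649 calls, and same-numbered Rpl10a-IP libraries deviated at r = −0.0247, close to 0. With the block and the length and GC correction, 2325 of 2980 genes were called and 489 changed by more than 2-fold. These calls included 1733 of the 2487 earlier calls that have a transcript length. The largest rises were those of Greb1l (chromosome 18, 10324933 to 10562945), Zfp608 and Enpp2, with log2 changes of 4.69, 4.68 and 4.43. The largest falls were those of Tdgf1, Hspb1 (chromosome 5, 135887919 to 135889563) and Tfcp2l1, with log2 changes of −6.19, −5.05 and −4.67. Greb1l rose from a normalised count of 152 ± 10.5 (SD, n = 2) to 3882 ± 110 (SD, n = 2). Tdgf1 went from 9342 ± 3.85 (SD, n = 2) to 126 ± 3.71 (SD, n = 2) in Rpl10a-IP (limma, SE 0.090, adjusted p 4.99e-116). Over genes, the changes in Rpl10a-IP and in input correlated at r = 0.746.

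The next comparison asks which RNAs change their ribosome enrichment between ES and ELA. The stage-by-fraction interaction over all 8 libraries gave 1775 calls by limma, 899 with a higher and 876 with a lower ratio in ELA. Of the 486 genes that changed by more than 2-fold, 200 were higher and 286 lower. With total reads as the scaling, 743 of all calls were higher and 985 lower, and beyond 2-fold 142 were higher and 340 lower. With the replicate block there were 1894 calls, and the pairing check for the same libraries gave r = 0.170 in ES and 0.504 in ELA. With the block and the length and GC correction, 1623 of 2980 genes were called, of which 254 changed by more than 2-fold, and they included 1259 of the 1679 earlier calls that have a transcript length. The largest rises were those of Pdzd2 (chromosome 15, 12359711 to 12739968), Brip1 and Fry, with log2 changes of 2.23, 2.15 and 2.09 (limma, adjusted p 1.79e-09, 4.55e-10 and 9.31e-10). Pdzd2 had 1 and 2 reads in the ELA input libraries, at or under the floor of 3 reads. With both libraries set to that floor, its ratio was 2.05-fold higher in ELA than in ES. Counting error can exceed the floor, so this is not a firm lower bound. Fry, with 2 reads in ELA input replicate 1, was at the floor there, and its value is uncertain. The largest falls were those of Rps14, Hist1h1a and Trip4, with log2 changes of −3.00, −2.59 and −2.56 (limma, adjusted p 1.28e-11, 9.91e-14 and 1.26e-13). The ratio of Trip4 was 0.767 ± 0.0109 (SD, n = 2) in ES and 0.130 ± 0.0173 (SD, n = 2) in ELA. Rps14 and Hist1h1a belong to families with near-identical copies and are uncertain for that reason.

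Of the 22 genes listed beforehand, 9 were analysed, and the others were not analysed here. Over all genes and over the list alone, 6 of the 9 passed the threshold for the change in ribosome enrichment, 7 and 7 for total RNA, 8 and 8 for ribosome-bound RNA and 6 and 6 for enrichment in ELA. For enrichment in ES, 1 passed over all genes and 0 over the list. With the replicate block, Rpl10a also passed over all genes in several of these comparisons. Its adjusted p (limma) was 0.0299 for total RNA, 0.0242 for enrichment in ELA and 0.0499 for enrichment in ES. Nanog (chromosome 6, 122707489 to 122714633) had a ratio of 1.19 ± 0.105 (SD, n = 2) in ES and 0.424 ± 0.0143 (SD, n = 2) in ELA, a log2 change of −1.47 (limma, SE 0.16, adjusted p 4.98e-09). Its total RNA changed by −2.90 and its ribosome-bound RNA by −4.37, on 10 and 26 reads in ELA input. The counting error of so few reads is not fully in the SE of its ratio change, which is too small. The ratio of Klf4 (chromosome 4, 55527137 to 55532475) changed by −0.78 (SE 0.17, adjusted p 0.000197), on 16 and 39 reads in ELA input. Pou5f1 (chromosome 17, 35506032 to 35510777) changed by −0.56 (SE 0.16, adjusted p 0.00291) and Dnmt3b (chromosome 2, 153649411 to 153687730) by 0.48 (SE 0.14, adjusted p 0.00446). Under the block with the length and GC correction these were −0.10 (adjusted p 0.519) for Pou5f1 and 0.21 (adjusted p 0.168) for Dnmt3b. Total RNA of Dnmt3b rose by 2.62, from a normalised count of 3125 ± 87.8 (SD, n = 2) to 19185 ± 1437 (SD, n = 2). The ratio of Chd4 (chromosome 6, 125095980 to 125130591) was 1.03 ± 0.0253 (SD, n = 2) in ES and 1.81 ± 0.286 (SD, n = 2) in ELA, a log2 change of 0.81 (SE 0.15, adjusted p 2.19e-05). Ago2 changed by 0.38 (SE 0.15, adjusted p 0.0294). Fgf4, Dnmt3a and Rpl10a showed no change in ratio that passed the threshold, with adjusted p-values of 0.303, 0.281 and 0.788. Under the block with the length and GC correction the log2 change was 0.78 for Rpl10a (adjusted p 2.43e-08) and −0.28 for Dnmt3a (adjusted p 0.0764). Nanog, Pou5f1 and Rpl10a have pseudogenes, so their counts are uncertain.

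**Figure D3:**
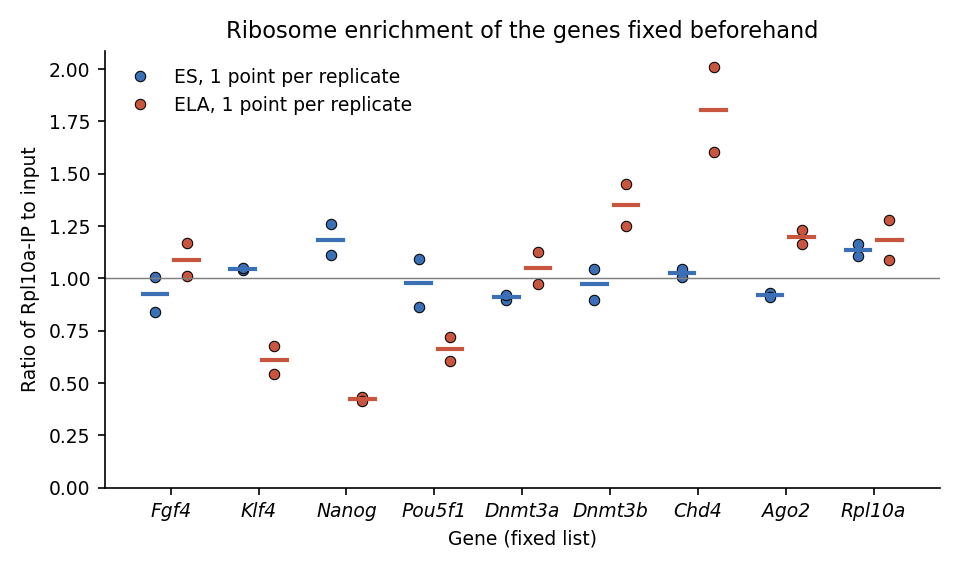
Ratio of the normalised Rpl10a-IP count to the normalised input count (vertical axis) for the 9 genes listed beforehand, with 1 point per replicate in ES (blue) and ELA (red) and bars at the means. Nanog lies at 1.19 in ES and 0.424 in ELA, and Chd4 at 1.03 and 1.81.

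With the filters of the study, 7 libraries and no test, 3062 of the 3160 genes were kept, which the authors had already filtered. The log2 change in ribosome enrichment was above 1 in 231 of them and below −1 in 249. With total counts as size factors the split was 159 above and 327 below, so that 32.7% rather than 48.1% of these genes lay above. With all 8 libraries, 184 lay above and 233 below. The ELA input had 1 library here, so the difference has no replicate check in that arm. In the authors' deposited table, 193 of the 3160 genes lay above 1 and 294 below −1. Of these, 174 were also above 1 and 231 below −1 in the 7 libraries, and the changes correlated over genes at r = 0.982. The highest genes were Pdzd2, Fry, Syne2 (chromosome 12, 75818318 to 76110928), Ttn (chromosome 2, 76703980 to 76982557) and Lrp2 (chromosome 2, 69424335 to 69586029), at 2.48, 2.31, 2.11, 2.04 and 1.98. Pdzd2 and Fry rested on 2 and 4 reads in the ELA input library used, so their values are uncertain. The log2 change of Ttn in the interaction test was 1.77, and it turned to −0.37 under the block with the length and GC correction (limma, adjusted p 0.0208). The lowest were Hist1h1a, Trip4, Hnrnpa3 (chromosome 2, 75659105 to 75669407), Tdgf1 and Ubqln2 (chromosome X, 153498232 to 153501562), at −2.38, −2.37, −2.32, −2.26 and −2.22.

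The study asked whether families of chromatin regulators shift together. In the 7 libraries, the median log2 change was 0.99 for 7 lysine demethylases (KDM), at percentile 99.7 of random gene lists matched on expression. It was 0.49 for 19 members of SWI/SNF and related remodelling complexes, at percentile 98.5, and 0.34 for 2 DNA methyltransferases (DNMT), at percentile 68. When the random lists were also matched on transcript length, the percentiles were 99.4 for KDM, 65.9 for SWI/SNF and 49.1 for DNMT. All 7 KDM genes were higher under each of 4 scalings, as were 16 of 19 SWI/SNF genes (15 with total counts) and both DNMT genes (1 with total counts). In the interaction test, 7 of 7 KDM genes passed the threshold with a higher ratio, as did 12 SWI/SNF genes against 1 with a lower ratio. The lists held 14 KDM, 34 SWI/SNF and 4 DNMT genes, so these values cover only the part of each family analysed here. Histone acetyltransferases (HAT) had a median of 0.41 at percentile 90.6. The median was −0.04 for histone deacetylases (HDAC), 0.09 for PRC1 and 0.04 for PRC2, and with total counts those of PRC1 and PRC2 turned to −0.02 and −0.07. Of the other sets, DNA repair had 0.74 (percentile 99.97), DNA replication 0.57 (99.7), ground-state pluripotency markers −0.72 (6.59), 41 ribosomal protein genes −1.10 (0) and 2 replication-dependent histone genes −1.94 (0). The 82 CYP450 genes and the 5 histone methyltransferases listed beforehand were not analysed here.

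Camera of limma, which allows for correlation between genes, was run on the 13 sets over all 8 libraries. No set passed the threshold (0 of 13), and 2 sets had an unadjusted p-value under 0.05. The adjusted p was 0.280 for KDM, 0.437 for SWI/SNF and 0.515 for DNMT. It was 0.280 for the ribosomal proteins too, of which 38 of 41 were called with a lower ratio, so a set that does not pass here is not shown to be unchanged. The smallest was 0.228 for DNA repair, where 18 of 20 members had a higher ratio in ELA (15 with total counts). With the replicate block, where same-numbered libraries deviated together at r = 0.170 in ES and 0.504 in ELA, the adjusted p was 0.426 for KDM, 0.502 for SWI/SNF and 0.619 for DNMT. With the block and the length and GC correction it was 0.375 for KDM, 0.891 for SWI/SNF and 0.906 for DNMT, the last with the direction turned to lower.

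**Figure D4:**
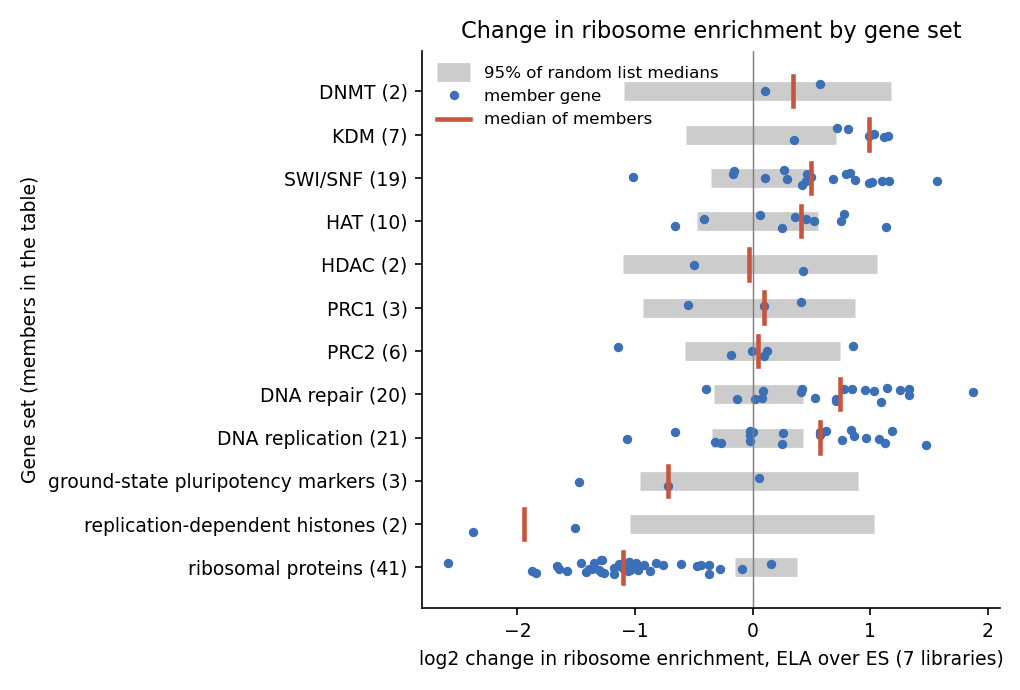
Log2 change in ribosome enrichment (horizontal axis) for each gene set (vertical axis, with the number of members), in 7 libraries, with a point per gene, a red bar at the median and a grey band over 95% of the medians of matched random lists. KDM lies at 0.99 and SWI/SNF at 0.49, right of their bands, ribosomal proteins lie left at −1.10, and the small medians of PRC1 and PRC2 turn negative with total counts.

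The changes were also set against transcript length over the 2980 genes that have one. Genes are not independent replicates, so the correlations carry no p-value. Spearman's rho with length was 0.609 for the change in Rpl10a-IP counts, 0.371 for the change in input counts and 0.442 for the change in ribosome enrichment over 8 libraries. For the ratio within a stage it was 0.437 in ELA and 0.176 in ES. With GC content, rho was −0.412 for the ES ratio and −0.0101 for the ELA ratio. Replicates of a group differed along length as well, with rho of −0.241 for ES input replicate 1 over replicate 2, 0.322 for ES Rpl10a-IP, 0.0533 for ELA input and 0.0157 for ELA Rpl10a-IP. Among the 596 genes with the shortest transcripts (341 to 2221 nt), the median log2 change was −0.87 in Rpl10a-IP, −0.42 in input and −0.43 in the ratio. Among the 596 with the longest (5928 to 106824 nt) it was 0.86, 0.35 and 0.45. By the study's methods all libraries shared a sequencing lane, and the labels give no batch of library preparation, so no value within batches can be given.

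**Figure D5:**
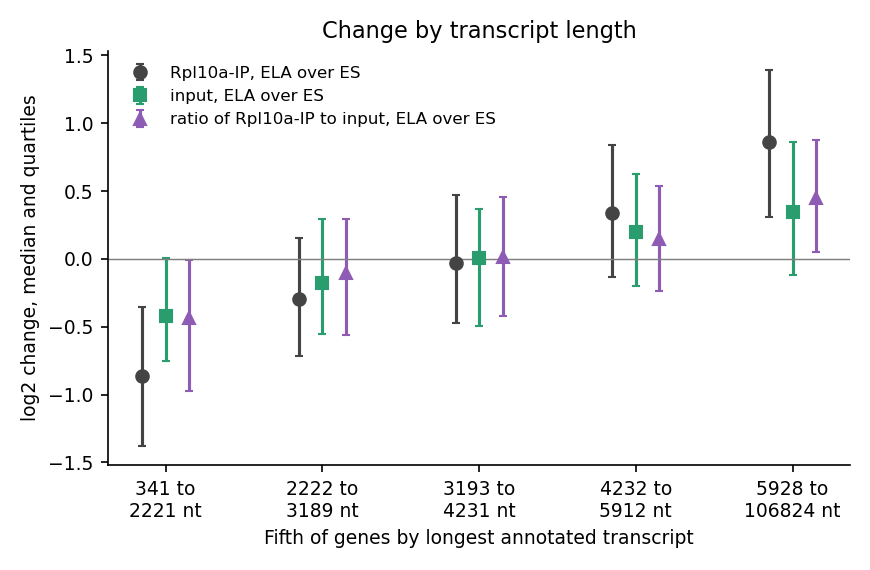
Log2 change of ELA over ES (vertical axis) in Rpl10a-IP (black), input (green) and their ratio (purple), in 5 groups of 596 genes ordered by the longest annotated transcript in nt (horizontal axis), with points at medians and bars over the quartiles. The Rpl10a-IP medians run from −0.87 for the shortest to 0.86 for the longest transcripts.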

Values the study reported

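The study reported that its filters left approximately 5000 genes. Of these, about 400 had a log2 change in ribosome enrichment from ES to ELA above 1.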

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

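The tests on the ES reads in the ELA input, on the number of genes with a changed ratio and on the noise of the ELA input were chosen only after the result was seen. The other tests were written down before their result was measured.

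The ratio of Rpl10a-IP to input differed between ELA and ES by the interaction test of limma in 1775 of 3160 genes (56.2%). Filtered libraries were simulated with no change in the ratio and independent noise, at a biological coefficient of variation of 0.1. They gave calls in 1.99% of genes. At that noise the authors' filter on replicate agreement does not by itself account for the number, although it inflates it. Calls at a higher or shared noise were not simulated. The wider spread of the log2 ratio in ELA (SD 0.81, against 0.30 in ES) was tested further. Thinning the ES input reads to the depth of the ELA input raised the ES SD only to 0.363, so counting error at that depth explains a small part. Taking out the trend with transcript length left an ELA SD of 0.711, and taking out that with GC content left 0.807. If ES reads in the ELA input were the only cause, genes with a steady Rpl10a-IP count would show little change in ratio. Over the 639 such genes the SD of the change was 0.552, against 0.698 over all genes. This argues against ES reads as the only cause, for these 639 genes. Tdgf1 had a normalised count of 8707 in ES input and 585 in ELA input, and Tfcp2l1 5209.5 and 417. Such falls leave room for only a small share of ES reads in the ELA input. The 639 genes were chosen on a part of the ratio, and no expected value for a given share of ES reads was computed. ES reads as a part of the cause are therefore not excluded. The 10 most abundant genes took 6.38 to 7.25% of the reads in every library, so no few genes dominate. The deposited size factors gave 1734 calls. The 2 ELA input libraries had a chi-square over its degrees of freedom of 0.957, lower than in the other groups. After the filter, separate simulated libraries gave 0.974 with a biological coefficient of variation of 0.1 but 1.40 (1.12 to 1.76) with 0.2, and a single library drawn 2 times, with counting error alone, gave 0.571 (0.523 to 0.636). The 2 libraries thus differed by more than counting error after the filter. The filter is a candidate explanation only if the noise between the libraries was as low as 0.1, which is not known. The lower complexity described in the study's methods concerns replicate 1 only. Without that library, 684 genes differed by more than 2-fold between Rpl10a-IP and input in ELA, against 674 with it. Replicate 1 alone thus does not account for the spread. Replicate 2 also held few reads over these genes (410192), and a quality defect of both ELA input libraries was not tested. The labels give no batch of library preparation, and none was weighed. A small share of ES reads in the ELA input remains open as a part of the cause. So does a quality defect of both ELA input libraries, and the pattern is not called biological here.

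Single genes passed the same test of the difference. Ratios were lower in ELA for Klf4 (log2 change −0.78), Nanog (−1.47), Pou5f1 (−0.56), Rps14 (−3.00), Hist1h1a (−2.59), Trip4 (−2.56), Hnrnpa3 (−2.24), Tdgf1 (−2.30) and Ubqln2 (−2.45). They were higher for Dnmt3b (0.48), Chd4 (0.81), Ago2 (0.38), Pdzd2 (2.23), Brip1 (2.15), Fry (2.09), Syne2 (1.93), Ttn (1.77) and Lrp2 (1.91). In a fit with the replicate block and a correction for transcript length and GC content, the change of Pou5f1 was −0.10 (adjusted p 0.519) and that of Dnmt3b 0.21 (adjusted p 0.168), so length or GC content is a candidate explanation for both. The same fit left −0.86 for Klf4, −1.16 for Nanog, −2.04 for Rps14, −1.71 for Hist1h1a, −2.53 for Trip4, −2.12 for Hnrnpa3, −1.91 for Tdgf1, −2.54 for Ubqln2, 0.36 for Chd4, 1.52 for Pdzd2, 2.00 for Brip1, 1.54 for Fry, 0.90 for Syne2 and 1.13 for Lrp2, which all still passed the threshold. Length and GC content, as corrected here by the longest annotated transcript, therefore do not fully explain these. Syne2 (21704 nt) and Lrp2 (15460 nt) lie toward the upper end of length, where the correction is less certain. A misfit with length is not excluded for them, and nothing is concluded for Pdzd2 and Fry. The fitted values of Pdzd2 and Fry rest on at least 1 ELA input library at the floor of 3 reads. Ttn, with the longest transcript of all (106824 nt), turned to −0.37 (adjusted p 0.0208), so length is a candidate explanation for its rise. Ago2 has no transcript length here. Pdzd2 and Fry rest on 1 to 4 reads in each ELA input library. For Pdzd2, setting both libraries to the floor gave 2.05-fold, which is not a firm lower bound. Fry is at the floor in ELA input replicate 1, with 2 reads, so its fitted values are uncertain. Reads shared with pseudogenes or close copies were not tested for any gene and remain open, among others for Nanog, Pou5f1, Rps14, Hist1h1a, Hnrnpa3 and Tdgf1. Since that was not tested, none is called biological here.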

How the results depend on the processing

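The counts of calls in the comparisons of ELA enrichment, total RNA, ribosome-bound RNA and the change in enrichment stayed within 1.5 times their reported value under each setting tried. So did the count for ES ribosome enrichment except with all 8 libraries, where it was 762 genes (362 higher, 400 lower) against 1239. All 762 were among the 1239, and the SD of the log2 changes over genes was 0.296 in both, while the median residual SD was 0.121 against 0.0982. The lower count goes with a wider residual spread and not with smaller changes. Similar counts need not hold the same genes. With the block and the length and GC correction, the share of earlier calls kept ran from 69.7% for ribosome-bound RNA to 82.1% for ELA enrichment. Count models and filterByExpr were not run, because tests were held to the normalised unit deposited. The reads read back would have allowed them, and only voom was run on those reads. Removing the expression filter left the same 3160 genes and tells nothing, as does a minimum of 20 in the study's filters (3062 genes), and the family test has no Wilcoxon value for sets of fewer than 6 members.

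Scaling by total reads moved the median log2 change of all genes in the ES comparison to −0.04 from −0.01 and in the ELA comparison to −0.12 from −0.01, and the deposited size factors moved it to −0.12 from −0.02 for total RNA and to −0.14 from −0.01 for ribosome-bound RNA. For total RNA, scaling by total reads moved the median the other way, to 0.04 from −0.02. Directions of small changes are relative to these shifts.

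For the study's filters, a threshold of 1.5 gave 40 genes above and 55 below, and leaving out each of 6 libraries gave 211 to 248 above 1 and 235 to 289 below −1. The fits that each left out 1 library print no test. They gave 5 to 13 genes beyond 2-fold for ES enrichment, 658 to 700 for ELA enrichment, 569 to 608 for total RNA, 898 to 960 for ribosome-bound RNA and 460 to 505 for the change in enrichment. Among the calls, 1 changed sign without ELA input replicate 1 and 1 without replicate 2 for total RNA, 1 without ELA Rpl10a-IP replicate 1 for ribosome-bound RNA, and 0 in the other such fits.

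Among the families, matching random lists on length gave percentiles of 49.1 for DNMT, 65.9 for SWI/SNF and 61.6 for PRC2, and unmatched lists 53 for PRC2. Leaving out each of the 6 libraries other than ELA input gave 99.0 to 99.9 for KDM, 98.6 to 99.8 for SWI/SNF, 60.9 to 75.2 for DNMT, 42.9 to 58.0 for HDAC, 40.3 to 69.3 for PRC1 and 39.7 to 51.4 for PRC2. With ELA input replicate 1 in place of replicate 2, the percentile was 98.1 for KDM (median 0.68, from 0.99), 99.4 for SWI/SNF, 67.5 for DNMT, 46.2 for HDAC, 89.0 for PRC1 (median 0.52, from 0.09) and 29.7 for PRC2 (median −0.09, from 0.04). In the family test, a fixed correlation gave adjusted p-values of 0.00374 for KDM and 0.00845 for SWI/SNF, and the exact Wilcoxon test, which treats genes as independent, 0.0273 and 0.0107. The estimated correlation was 0.217 and 0.354, so these rest on ignoring it. The direction turned to lower for DNMT (adjusted p 0.906) and PRC1 (adjusted p 0.891) with the block and the length and GC correction, and for both (adjusted p 0.926 and 0.926) with that correction alone.

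Leaving out each library turned the sign of small changes in these genes: Fgf4 in ES enrichment (−0.25 to 0.04) and ELA enrichment (−0.07 to 0.32), Pou5f1 in ES enrichment (−0.18 to 0.12), Dnmt3a in ELA enrichment (−0.03 to 0.18), Dnmt3b in ES enrichment (−0.11 to 0.04), and Rpl10a in ribosome-bound RNA (−0.36 to 0.03) and the change in enrichment (−0.14 to 0.25). The block with the length and GC correction turned Pou5f1 to 0.24 in ES and 0.12 in ELA enrichment, and Dnmt3b to 0.08 in ES enrichment. It turned Dnmt3a to −0.41 in ELA enrichment, −0.05 in total RNA, −0.32 in ribosome-bound RNA and −0.28 in the change in enrichment, Rpl10a to 0.24 in total RNA and 1.04 in ribosome-bound RNA, and Ttn to −0.37 in the change in enrichment. With the block alone none of these signs turned, so the length and GC correction turned them. The cause of the turns on leaving out a library was not tested.

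Of the other values for named genes, 596 stayed, 95 moved by more than 1 SD, 9 newly passed and 4 no longer passed the threshold. For the other gene sets these were 147 that stayed, 7 that newly passed and 1 that no longer passed, and 78 counts beyond 2-fold stayed within 1.5 times while 8 did not. Depth limits the ELA input most, where a gene at the median had 26 and 66 reads.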

Other observations

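The tests on the length relation of the Rpl10a-IP counts were chosen only after it was seen. The tests on the families and on the pairing were written down before.

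The change in Rpl10a-IP counts followed transcript length with a Spearman's rho of 0.609 over genes. Without the ribosomal protein genes rho was 0.598, and at fixed GC content it was 0.616. Over the 4 pairs of an ELA and an ES library it lay between 0.597 and 0.615, so depth differences among the Rpl10a-IP libraries do not account for it. Replicates of ES Rpl10a-IP also differed along length, with a rho of 0.322, while those of ELA Rpl10a-IP gave 0.0157. The cause of the trend between replicates was not tested. No test here separates a technical cause from a change in cell state, and the relation is not called biological.

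The shift of the SWI/SNF family moved from percentile 98.5 to 65.9 once random lists were matched on transcript length, so length is a candidate explanation for it. The KDM family stayed at 99.4, from 99.7, so matching on length hardly moved its place. The median of its random lists rose from 0.13 to 0.33, so length can account for a part of its shift of 0.99. Random lists treat genes as independent, while the estimated correlation within KDM was 0.217. The DNMT family, with 2 members, went from 68 to 49.1, and neither value lies in the outer 5%, so the test cannot speak for or against length there. KDM did not pass the camera test (adjusted p 0.280), but neither did any other set, including the ribosomal proteins, so that test says little about KDM. Reads shared with close copies were not tested for the family, and its shift is not called biological.

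Same-numbered ELA input and ELA Rpl10a-IP libraries deviated together at r = 0.504. Libraries simulated with independent noise gave 0.513 (0.475 to 0.566) once filtered on the agreement of the ratio, so the filter is a candidate explanation of this correlation. Of the other pairs, the Rpl10a-IP libraries of the 2 stages, at −0.0247, lay within the simulated range and the others did not. ES input and ES Rpl10a-IP deviated together at 0.170, under the simulated 0.357 (0.317 to 0.397), and ES input and ELA input at 0.153, above the simulated range of −0.0491 to 0.0506. If the numbers follow the lysates, same-numbered input and Rpl10a-IP libraries of a stage share a lysate by design. Something shared by same-numbered libraries across the stages is not excluded either, and its cause was not tested.

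The filters of the study kept 3062 of the 3160 genes analysed here. The authors had already filtered these genes, so neither this number nor the number above 1 (231 in 7 libraries, and 193 in the authors' deposited table) could be expected to reach those quoted from the study above. All 3 are lower, and the comparison does not test the study's numbers.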
